A study of Homo sapiens with 16 samples.

How the data were processed

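Transcription was measured by PRO-seq, a nuclear run-on assay that maps engaged RNA polymerases, in LNCaP, an established human prostate cancer cell line. Per the labels, cells received the DMSO vehicle, the prostate cancer drug enzalutamide, 6 Gy of ionizing radiation (IR), or enzalutamide and IR together. The series holds 16 libraries in 2 experimental batches. Batch 1 compared mock with irradiated cells, with replicate numbers 1 and 2 and libraries t1 and t2 under each number. Batch 2 compared vehicle, IR with vehicle, enzalutamide, and enzalutamide with IR, with replicate numbers 3 and 4. The labels do not say what t1 and t2 stand for. Because they share a replicate number, their counts were summed and counted as 1 replicate.

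The authors deposited 1 table per batch of raw PRO-seq read counts per Ensembl gene identifier, as judged from the values, which are whole numbers whose totals differ between libraries. Neither the labels nor the file headers state the aligner, the counting tool, the genome build, the annotation release, the use of strand, or any removal of duplicate reads. Genes that overlap, antisense genes, pseudogenes and near-identical paralogs are therefore reported as uncertain. Each table has 60605 identifiers, in the same order. Of these, 60463 (99.8%) matched a table of gene names, and 18577 have no symbol and are given by identifier. Neighbouring genes were taken from RefSeq on assembly GRCh38.p14. Its coordinates are not printed, since the build behind the counts is not stated.

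Differential transcription was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its default settings, libraries were scaled by TMM factors, and a quasi-likelihood negative binomial model was fitted with glmQLFit and tested with glmQLFTest. P-values are two-sided and were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. In batch 2, 1 model with a coefficient for IR, for enzalutamide and for their interaction held all 8 samples, so that the 4 groups shared an estimate of the spread. The effect of enzalutamide averaged over IR came from a model without the interaction. IR was also tested in batch 1, in both batches together with batch as a covariate, and as a difference between batches. Samples with enzalutamide did not enter these last 2 fits. Standard errors (SE) of log2 fold changes were derived from the fold change and the F statistic. The 95% intervals use this SE and the t distribution of the model. CPM values, which are counts relative to the library size, are TMM-scaled in batch 1 after summing t1 and t2, or in batch 2 per library, and are given with the SD between the 2 replicates.

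Gene lists of 192 DNA damage response (DDR) genes and 47 p53 targets were written from general knowledge. They were tested with camera in limma 3.58.1 at its preset inter-gene correlation of 0.01, and adjusted together over 12 set tests, of which 10 are given. Some planned results are not reported here. Each test was repeated with camera estimating the correlation from the data, and with fry, a self-contained test. The preset correlation gives very small p-values when listed genes deviate together in a sample, so the other 2 tests are printed beside it. In further tests listed genes were called singly, with adjustment over the list and over all genes. The grouping, the designs, the gene lists, the naming rule and the main set of alternatives were fixed before the data were examined.

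The genes named were chosen by rule. For each comparison they are the 5 largest rises and the 5 largest falls among genes past the threshold with a mean of at least 50 counts per library and no overlap between the normalized counts of the 2 arms. A panel of genes was added whatever its values (among them KLK3, KLK2, TMPRSS2, FKBP5, CDKN1A, MDM2, BTG2, GDF15 and PLK3), together with the 5 DDR genes with the smallest p for enzalutamide averaged over IR. Genes named outside this rule are said to be so.

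Replicate numbers in the labels are shared between the groups of a batch, and this is where the pairing comes from. The main model has no replicate term, and each comparison within a batch and over both batches was refitted with the replicate number as a block. Whether same-numbered samples deviate together was checked by the correlation across genes of the replicate differences of 2 groups. Genes are not independent replicates, so this correlation is descriptive. For the difference between batches, the block has a term for each replicate within its batch, and this fit was added after seeing the data.

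The steps were tested on simulated counts drawn from the real means and library sizes with 200 genes changed. The changed genes were taken from well-counted genes only, and every gene was given the same fixed dispersion. The recovered shares therefore do not cover genes with few counts or with counts that are uneven between replicates. At a 2-fold change edgeR recovered 96.5% of them for IR in vehicle cells (28077 genes tested), 99.5% for enzalutamide averaged over IR (28103 genes), 98.5% for IR in batch 1 (25328 genes) and 100% for IR in both batches (28427 genes), with false calls between 3.4% and 4.37% of calls. At a 1.5-fold change, the recovered shares were 39.5% (28074 genes), 87% (28111 genes), 31% (25403 genes) and 86.5% (28351 genes) in the same order. A replicate block added to these simulated counts, which carry no pairing, left the 2-fold share for IR in vehicle cells at 97%. Among 100 unchanged sets of 40 genes, camera gave an unadjusted p under 0.05 in 0 to 2 sets per comparison and fry in 2 to 9. The simulated genes varied independently, so these sets could not show what happens when listed genes deviate together in a sample.

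Alternatives were RLE factors or total counts in place of TMM, DESeq2 1.42.0 with its own size factors, no filter beyond 1 count, at least 10 counts in every sample, only the 2 groups compared, only t1 or only t2 libraries, t1 and t2 as separate samples, an adjusted p threshold of 0.1, the replicate block, the other 2 set tests, and leaving out each sample in turn. Added after seeing the data were the replicate block for the difference between batches, DESeq2 with the replicate block, and for batch 1 a block on the t number or on the crossed t number (t1 of mock with t2 of irradiated libraries). A correction for gene length was not run, because the tables give no gene coordinates. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No library was left out of the main comparisons.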

Results

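PRO-seq libraries were made from LNCaP cells to ask whether enzalutamide changes the transcription of DDR genes, with or without IR. In batch 2, cells were treated for 90 min with vehicle or 10 µM enzalutamide, and the irradiated samples received 6 Gy 30 min into the treatment and were collected 60 min later. There were 2 replicates for each of the 4 groups. Total counts in batch 2 were between 10494563 and 19905824 per library (median 14669929). Batch 1 held 4 libraries of mock-treated and 4 of irradiated cells, from 2 replicates per group, with 3438642 to 9363458 counts per library (median 5313540). Summing t1 and t2 gave 8022989 and 9216926 counts for the mock replicates and 12619248 and 16851473 for the irradiated ones. Mitochondrial genes took 2.86% to 5.38% of counts in batch 1 and 0.57% to 0.934% in batch 2. The most abundant gene held at most 1.12% of the counts of any library.

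Replicates differed by more than sampling noise. The chi-square per degree of freedom between the 2 replicates of a batch 2 group was between 3.47 and 6.72. In batch 1, libraries with the same t number but different replicate numbers differed less (2.98 to 6.27) than the t1 and t2 libraries of 1 replicate (6.76 to 30.0). No pair of libraries was a repeat within sampling noise. Same-numbered samples deviated together: the correlation across genes of the replicate differences of 2 groups was positive for all 6 pairs of groups in batch 2 (0.102 to 0.262, mean 0.160) and was 0.198 in batch 1.

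**Figure D1:**
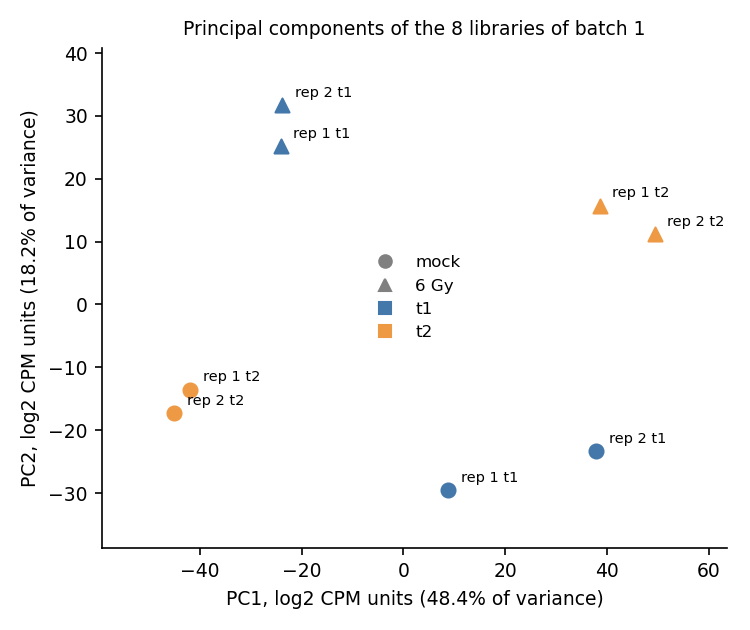
The 8 libraries of batch 1 on the first 2 principal components of log2 CPM (axes in log2 CPM units), with circles for mock, triangles for 6 Gy, and colour for t1 or t2. Component 1 (48.4% of variance) separates t1 from t2 in opposite directions in the 2 groups, and component 2 (18.2%) separates mock from irradiated libraries.

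The response to IR in vehicle-treated cells was tested first. Of 28651 genes tested with edgeR in batch 2, 314 passed an adjusted p of 0.05, with 213 higher and 101 lower after IR, and 3161 had an unadjusted p under 0.05. The replicate block moved this count most, to 1315 genes (733 higher, 582 lower), where vehicle and irradiated samples of the same number had a correlation of 0.106. The largest rises were those of ENSG00000286886, which has no symbol (log2 fold change 3.71, SE 0.184, edgeR adjusted p 2.62e-07), ABCB1 (3.47, SE 0.202, adjusted p 5.73e-07), CDKN1A (3.02, SE 0.174, adjusted p 5.5e-07), FDXR (2.85, SE 0.112, adjusted p 3.43e-08) and EFEMP2 (2.72, SE 0.51, adjusted p 0.0178). EFEMP2 rested largely on 1 library, with 21.6 and 114 CPM in the 2 irradiated replicates against 10.2 ± 0.55 CPM (SD, n = 2) in vehicle. The largest falls were those of PIF1 (-2.09, SE 0.144, adjusted p 2.76e-06), KIF20A (-1.37), PTTG1 (-1.22), AURKA (-1.19) and PRR11 (-1.12), the last 4 with edgeR adjusted p-values between 1.17e-05 and 0.000389. CDKN1A went from 40.6 ± 5.69 CPM (SD, n = 2) in vehicle to 331 ± 30.4 CPM (SD, n = 2) after IR.

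The p53 targets were the reference for the response to IR. In vehicle-treated cells their median log2 fold change was 1.19, with 46 of 47 genes higher, and the adjusted p was 2.37e-306 by camera at the preset correlation, 8.92e-05 with the correlation estimated and 1.15e-05 by fry. The median was also 1.19 with the replicate block, and between 1.14 and 1.23 when each sample was left out in turn. Called singly, 40 of the 47 passed after adjustment over the list and 35 after adjustment over all genes, and 40 passed either way with the block (pairing correlation 0.106). The panel genes BTG2 (2.43, SE 0.0865), MDM2 (2.10, SE 0.0967), PLK3 (1.69, SE 0.153) and GDF15 (1.66, SE 0.196) all passed, with edgeR adjusted p-values between 1.94e-08 and 0.000443.

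In enzalutamide-treated cells, 263 of 28651 genes passed after IR, 179 higher and 84 lower, with 2720 at an unadjusted p under 0.05. The replicate block gave 951 genes (536 higher, 415 lower), where enzalutamide samples with and without IR had a pairing correlation of 0.102. ENSG00000286886 (log2 fold change 3.09), FDXR (2.88), CDKN1A (2.88), BBC3 (2.76) and ABCB1 (2.66) rose most, with SE between 0.114 and 0.21 and edgeR adjusted p-values between 3.61e-08 and 1.19e-05. PIF1 (-1.85), KIF20A (-1.35), PSRC1 (-1.26), AURKA (-1.18) and DLGAP5 (-1.15) fell most, with SE between 0.0948 and 0.175 and edgeR adjusted p-values between 9.46e-06 and 0.00196. The p53 targets had a median of 1.10 (44 of 47 higher), with an adjusted p of 8.92e-05 by camera with the correlation estimated and 1.2e-05 by fry, and the median was 1.10 with the block. Of the 349 genes that passed in either arm, 228 passed in both and 347 changed in the same direction, and Pearson's r across these genes was 0.953. The block (pairing correlations 0.106 and 0.102) gave 1610 genes in either arm, of which 656 passed in both and 1573 changed in the same direction, with a Pearson's r of 0.765. The genes were chosen for a response to IR, and genes are not independent replicates.

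The effect of enzalutamide itself was small in number of genes. Without IR, 3 of 28651 genes passed, all lower, with 734 at an unadjusted p under 0.05: ZBTB16 (log2 fold change -0.93, SE 0.0873, edgeR adjusted p 0.00298), MBOAT2 (-0.89, SE 0.0988, adjusted p 0.00948) and TMPRSS2 (-0.69, SE 0.0882, adjusted p 0.0285). With IR, 3 passed, all lower, with 859 at an unadjusted p under 0.05: ENSG00000286886 (-1.35, SE 0.159), MBOAT2 (-0.92, SE 0.0993) and ZBTB16 (-0.74, SE 0.0873), each with an edgeR adjusted p of 0.0133. The alternative that moved these counts most was the absence of a filter, with 74 and 64 genes. There were 55 genes in each comparison with the replicate block (9 higher and 46 lower without IR, 8 higher and 47 lower with IR), with pairing correlations of 0.200 and 0.144. Averaged over IR, 18 genes passed, all lower, with 1780 at an unadjusted p under 0.05. With the block 272 passed (81 higher, 191 lower), with a mean pairing correlation of 0.160. By the naming rule, the largest falls in the average were those of TMEM132D (-1.06, SE 0.168, adjusted p 0.0385), MBOAT2 (-0.91, SE 0.0634, adjusted p 1.91e-05), ZBTB16 (-0.83, SE 0.0591, adjusted p 1.91e-05), RHOU (-0.62, SE 0.1, adjusted p 0.0385) and MAOA (-0.60, SE 0.0662, adjusted p 0.00147). Outside the rule, ENSG00000286886 fell more (-1.18, SE 0.146, edgeR adjusted p 0.00492), but its counts overlapped between the arms, which pool samples with and without IR. TMEM132D differed between the irradiated vehicle replicates (232 and 115 CPM). With total counts, RHOU did not pass in the average (edgeR adjusted p 0.0777). Nor did ENSG00000286886 pass for enzalutamide with IR under total counts (adjusted p 0.0504).

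The panel genes were compared for enzalutamide averaged over IR. TMPRSS2 (log2 fold change -0.58, SE 0.0622, edgeR adjusted p 0.00123) passed over all genes. KLK2 (-0.82, SE 0.233, adjusted p 0.549), KLK3 (-0.66, SE 0.212, adjusted p 0.69) and FKBP5 (-0.26, SE 0.0546, adjusted p 0.22) did not pass, but passed with the replicate block (mean pairing correlation 0.160), with adjusted p-values of 4.67e-08, 0.00204 and 0.00502. KLK2 and KLK3 are closely related paralogs whose counts are uncertain.

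**Figure D2:**
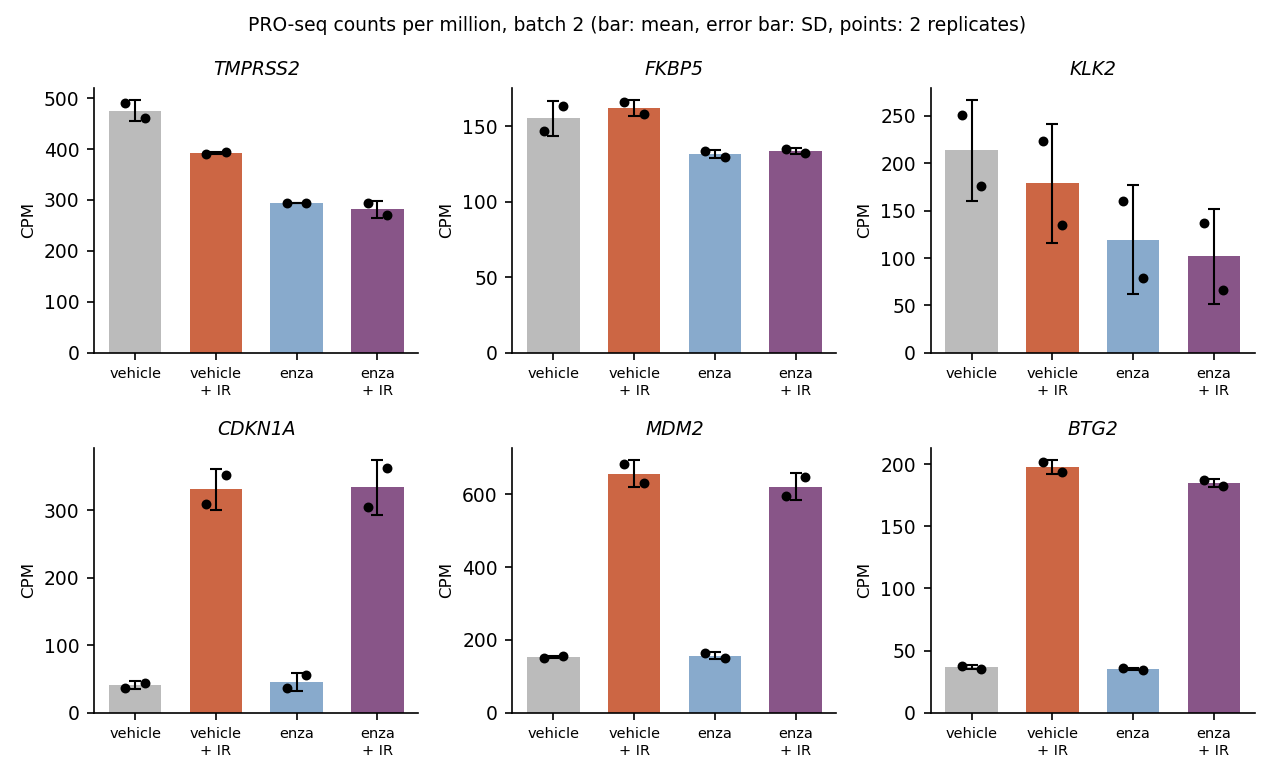
CPM of TMPRSS2, FKBP5 and KLK2 (top) and of the p53 targets CDKN1A, MDM2 and BTG2 (bottom) in the 4 groups of batch 2, with bars for the mean, error bars for the SD and points for the 2 replicates. TMPRSS2 went from 475 CPM in vehicle to 294 CPM with enzalutamide, while CDKN1A stood at 331 CPM after IR with vehicle and 334 CPM after IR with enzalutamide.

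The main question of the series concerns the DDR genes under enzalutamide. Of 191 DDR genes tested, 0 passed for enzalutamide averaged over IR after adjustment over the list, and 0 over all genes. At an unadjusted p under 0.05 there were 8, where 9.55 were to be found by chance. Under the replicate block (mean pairing correlation 0.160) 0 passed over the list, 20 had an unadjusted p under 0.05, and 1 passed over all genes. The 5 DDR genes with the smallest p all had small rises: CLSPN (log2 fold change 0.22, SE 0.0627, edgeR adjusted p 0.562), RAD9A (0.18, SE 0.0621), SLX4 (0.22, SE 0.0777), RECQL5 (0.16, SE 0.0589) and MUS81 (0.16, SE 0.0629), the last 4 with adjusted p-values between 0.722 and 0.755. CLSPN was the gene that passed with the block (0.21, SE 0.0501, adjusted p 0.0391).

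The precision for DDR genes under enzalutamide was measured with 2 replicates per group. The 95% interval lay wholly within a 1.5-fold change for 181 of 191 DDR genes (94.8%) without IR, 182 (95.3%) with IR and 185 (96.9%) for the average. These numbers were, with the replicate block (mean pairing correlation 0.160), 185, 185 and 186. The median width of the interval to either side was 0.22 log2 units without IR, 0.22 with IR and 0.15 for the average.

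As a set, the DDR genes had a median log2 fold change of 0.033 without IR, -0.009 with IR and 0.012 for the average. The adjusted p by camera at the preset correlation was 0.0144, 0.725 and 0.191, that with the correlation estimated was 0.626, 0.925 and 0.765, and that by fry was 0.626, 0.906 and 0.687. The replicate block gave medians of 0.030, -0.0093 and 0.012 and camera adjusted p-values of 0.0148, 0.635 and 0.226 (pairing correlations 0.200, 0.144 and a mean of 0.160). Leaving out each sample in turn gave medians of -0.018 to 0.087 without IR, -0.051 to 0.041 with IR and -0.019 to 0.030 for the average. The sign of these medians was therefore not stable against the choice of samples.

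**Figure D3:**
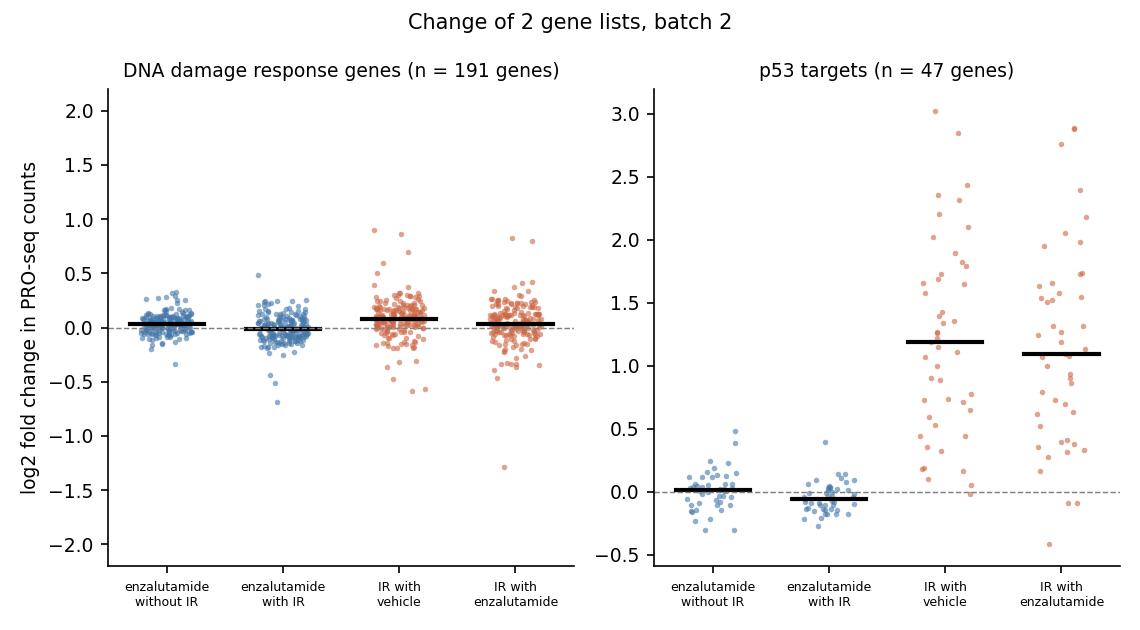
Log2 fold change of each listed gene (points) and the median (bar) in batch 2 for 191 DDR genes and 47 p53 targets, for enzalutamide without and with IR and for IR with vehicle and with enzalutamide. The medians under enzalutamide were 0.033 and -0.009 for DDR genes, and the medians after IR were 1.19 and 1.10 for p53 targets.

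Whether enzalutamide altered the response to IR was tested with the interaction. Of 28651 genes 0 passed, with 343 at an unadjusted p under 0.05. The replicate block (mean pairing correlation 0.160) gave 1 gene, RBMS1, which was chosen here after its values were seen (2.67, SE 0.374, edgeR adjusted p 0.00459 with the block). Its counts, in CPM of the unscaled library total, were uneven between replicates in 2 of the 4 groups, with 30.7 and 145 in vehicle and 132 and 244 after IR with enzalutamide. They were 58.8 and 65.4 after IR with vehicle and 32.7 and 32.9 with enzalutamide. Of 191 DDR genes 0 passed for the interaction over the list or over all genes, with 1 at an unadjusted p under 0.05, and with the block 0 passed and 3 had an unadjusted p under 0.05. The median interaction of the DDR genes was -0.043, with an adjusted p of 0.0206 by camera at the preset correlation, 0.626 with the correlation estimated and 0.663 by fry. With the block it was -0.038, with a camera adjusted p of 0.0127. The median of the p53 targets was -0.092 (33 of 47 lower), with adjusted p-values of 0.032, 0.315 and 0.223 in the same order, and with the block it was -0.090, with a camera adjusted p of 0.0172. The interval for the interaction lay within a 1.5-fold change for 167 of 191 DDR genes (87.4%).

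DDR genes were also compared after IR alone. In vehicle-treated cells their median was 0.082 (147 of 191 higher), with an adjusted p of 3.51e-05 by camera at the preset correlation, 0.432 with the correlation estimated and 0.2 by fry. The replicate block gave a median of 0.084 and a camera adjusted p of 4.47e-05 (pairing correlation 0.106). In batch 1 the median was 0.036 (118 of 188 higher), with adjusted p-values of 0.298, 0.352 and 0.0112, and 0.035 with the block (camera adjusted p 0.17, pairing correlation 0.198). For vehicle-treated cells, total counts gave a DDR median of 0.048. Random lists matched for expression level to S phase genes had a median of 0.067 there (central range 0.022 to 0.113). No lists were matched to the DDR genes, so a rise beyond that of other expressed genes was not shown. Over all genes, 5 DDR genes passed in vehicle-treated cells. LIG1 (0.90, SE 0.0858, edgeR adjusted p 6.56e-05), PCNA (0.86, SE 0.103, adjusted p 0.000515), RAD51C (0.60, SE 0.101, adjusted p 0.00855) and REV3L (0.50, SE 0.0924, adjusted p 0.0156) rose, and CDC25C fell (-0.56, SE 0.0918, adjusted p 0.00609). These 5 lie outside the naming rule and were chosen after their values were seen. In batch 1, 6 DDR genes passed, among them the same 5. After IR in enzalutamide-treated cells 3 passed over all genes, LIG1, PCNA and CDC25C. With adjustment over the list 5 DDR genes passed in each of the 2 arms. These counts do not test a difference between the arms, and 0 DDR genes passed for the interaction. Over both batches 10 passed, 6 higher and 4 lower.

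In batch 1, 731 of 25889 genes passed after IR, 519 higher and 212 lower, with 2969 at an unadjusted p under 0.05. The replicate block gave 2332 genes (1234 higher, 1098 lower), with a pairing correlation of 0.198. CDKN1A (log2 fold change 3.65, SE 0.152, edgeR adjusted p 1.52e-07), ENSG00000203593 (3.36), APOBEC3H (3.25), ENSG00000224818 (3.24) and MDM2 (3.11) rose most, the last 4 with SE between 0.165 and 0.385 and adjusted p-values between 4.55e-07 and 0.000272. The largest falls were those of KRT39 (-5.37, SE 0.614, adjusted p 0.000202), ENSG00000227706 (-3.44), ENSG00000286851 (-3.05), PIF1 (-2.44) and KIFC3 (-2.33, SE 0.568, adjusted p 0.0499). KRT39 and KIFC3 were uneven between the mock replicates, with 60.5 and 303 CPM for KRT39 and 10.3 and 71.8 CPM for KIFC3, and KIFC3 had an adjusted p of 0.831 with DESeq2. The mock replicates also differed for ENSG00000286851 (9.38 and 31.6 CPM) and ENSG00000227706 (12.3 and 24.8 CPM). The p53 targets had a median of 1.62 and 47 of 47 were higher, with an adjusted p of 0.003 by camera with the correlation estimated and 0.00112 by fry, and the median was 1.62 with the block. The count in batch 1 depended most on the t libraries: 9800 genes passed with the t2 libraries alone and 3995 with the t1 libraries alone. With t1 and t2 as separate samples 379 passed. The spread between summed replicates leaves out the difference between t1 and t2, so the p-values of batch 1 may be too small.

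Over both batches without enzalutamide, 1182 of 29195 genes passed, 697 higher and 485 lower, with 4714 at an unadjusted p under 0.05. The replicate block gave 1954 genes (1038 higher, 916 lower), with pairing correlations of 0.106 in batch 2 and 0.198 in batch 1. CDKN1A (3.32, SE 0.115, edgeR adjusted p 2.72e-13), FDXR (2.95), ENSG00000203593 (2.75), BTG2 (2.63) and SPATA18 (2.61) rose most. PIF1 (-2.27, SE 0.119, adjusted p 1.21e-10), AURKA (-1.47), DLGAP5 (-1.35), PLK1 (-1.25) and CENPE (-1.23) fell most. In this fit KLK3 (-0.41, SE 0.0938, adjusted p 0.0115) and TMPRSS2 (-0.30, SE 0.0743, adjusted p 0.0226) were lower after IR, and TMPRSS2 did not pass with RLE factors (adjusted p 0.0852). Without the replicate block, neither gene passed in batch 1 or in vehicle cells of batch 2 (edgeR adjusted p between 0.243 and 0.53). With the block both passed in each. The level of KLK3 differed between the batches, with 180 CPM in mock cells of batch 1 and 15.3 CPM in vehicle cells of batch 2.

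The batches were compared directly. Of the 759 genes that passed in batch 2 with vehicle or in batch 1 and were tested in both, 273 passed in both and 702 changed in the same direction, with a Pearson's r across genes of 0.714. The median ratio of the batch 1 to the batch 2 log2 change, over the genes that passed in both, was 1.32. Under the replicate block (pairing correlations 0.106 in batch 2 and 0.198 in batch 1) 2825 genes passed in either, 777 in both and 2399 changed in the same direction, with a Pearson's r of 0.623 and a median ratio of 1.25. The difference itself passed for 31 of 29195 genes, 16 with a higher change in batch 1 and 15 with a lower one, with 1651 at an unadjusted p under 0.05. A fit with the replicates as a block within each batch, chosen after seeing the data, gave 96 genes (66 higher, 30 lower), among them all 31. The largest positive differences were those of CLDN10-AS1 (2.58), FGGY-DT (1.99), KPNA2P3 (1.69), LINC01483 (1.45) and HPN-AS1 (1.35), with SE between 0.253 and 0.435 and edgeR adjusted p-values between 0.00252 and 0.0464. Of these, antisense genes and a pseudogene are uncertain because the use of strand is not stated, and FGGY-DT was uneven between the t1 and t2 libraries. LINC01483 and HPN-AS1 did not pass with DESeq2 (adjusted p 0.0511 and 0.0865). The largest negative ones were those of KRT39 (-7.71, SE 1.04, adjusted p 0.00252), ENSG00000286886 (-3.65, SE 0.356, adjusted p 0.000108), ABCB1 (-3.39, SE 0.316, adjusted p 0.000108), POPDC3 (-3.05, SE 0.336, adjusted p 0.000351) and GPA33 (-2.93, SE 0.548, adjusted p 0.0464). KRT39 and POPDC3 were uneven between libraries, and GPA33 did not pass with DESeq2 (adjusted p 0.328). ABCB1 went from 11.9 ± 0.99 to 133 ± 39 CPM (SD, n = 2) after IR in batch 2 and from 5.35 ± 0.57 to 5.71 ± 0.15 CPM (SD, n = 2) in batch 1. MDM2 rose more in batch 1 (difference 0.99, SE 0.172, adjusted p 0.0268), and did not pass with RLE factors (adjusted p 0.0691).

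**Figure D4:**
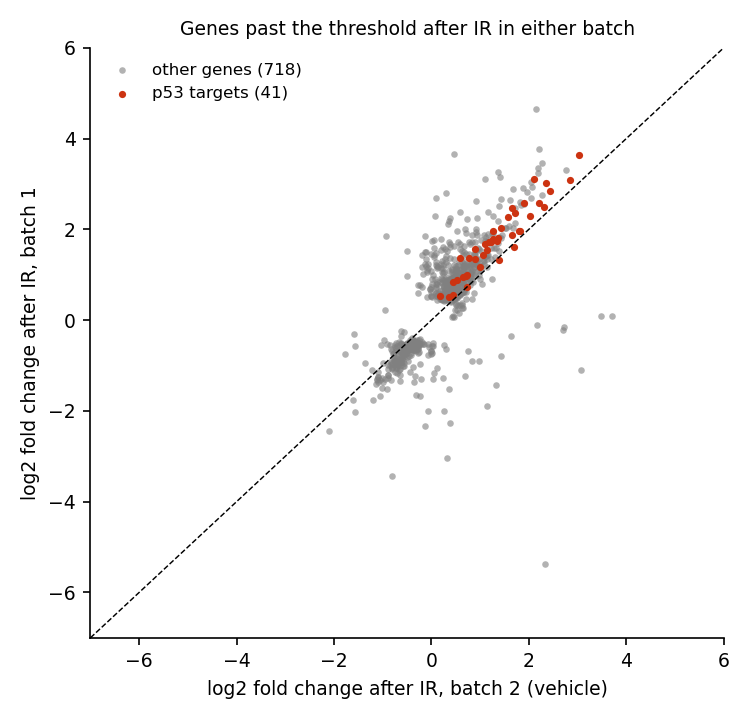
Log2 fold change after IR in batch 1 (vertical) against batch 2 with vehicle (horizontal) for the 759 genes past the threshold in either batch and tested in both, with p53 targets in red and the line of equal change dashed. Of the 759 genes 702 changed in the same direction, and the median ratio of batch 1 to batch 2 was 1.32 over the 273 that passed in both.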

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

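Of the tests in this part, those of counts piled up in single libraries, of correlated deviations between samples and of 1 irradiated vehicle sample were chosen only after the result was seen.

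The response to IR differed between the batches for 31 genes, by a test of the difference itself. A fit with the replicates as a block within each batch, chosen after seeing the data, gave 96 genes, among them all 31, with pairing correlations of 0.106 in batch 2 and 0.198 in batch 1. DESeq2 with this block gave 18, of which 15 were among the 31. Of the 30 with a value in each batch, 16 changed in opposite directions. As a set outside the planned tests, the p53 targets rose more in batch 1 for 43 of 47 genes, with a median difference of 0.39 and a p of 0.00113 by camera with the correlation estimated, or 0.0256 with the block. The greater depth of batch 2 was tested by thinning its libraries to the mean of the summed batch 1 totals (11677659 counts): 26 genes passed and all 26 were among the 31, so depth alone did not produce the difference. Counts piled up in single libraries were tested by unevenness: 4 of the 31 genes had a library more than 5 times another of its group (12.9%, against 2.58% of 620 random genes), which accounts for a few of the genes, among them KRT39 and POPDC3, and leaves most. The libraries of batch 1 differ along an axis that crosses group and t number, and all 31 genes lay on the same side of the batch 2 change in each kind of library. The genes had been chosen for that difference, so this count cannot rule the axis out. With t1 and t2 as separate samples 2 genes passed. The spread between the summed replicates leaves out that axis, so the p-values behind the 31 genes may be too small. The difference may come from how the cells of each batch responded, or from that axis, and these data cannot tell the explanations apart. Batch also goes with the label mock in place of vehicle, with depth and with the mitochondrial share of counts.

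The p53 targets had a smaller response to IR with enzalutamide, by a test of the interaction: a median of -0.0917 with 33 of 47 genes lower, 2 replicates per group, and an adjusted p of 0.032 by camera at the preset correlation. Correlated deviations of the listed genes between samples are a candidate explanation, since the adjusted p was 0.315 with the correlation estimated. A general compression of fold changes was tested on genes outside the list that passed in both arms. Their median ratio of the change with enzalutamide to that with vehicle was 0.957, against 0.931 for p53 targets, which is too close to separate a general effect from one on p53 targets. Across the other settings the adjusted p was between 0.0172 and 0.315. An effect of enzalutamide on the p53 response cannot be told apart from either explanation.

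The DDR genes had a smaller response to IR with enzalutamide, with a median interaction of -0.0431, 128 of 191 genes lower, and an adjusted p of 0.0206 by camera at the preset correlation. With the correlation estimated the adjusted p was 0.626, so correlated deviations between samples could produce a shift of this size. Without irradiated vehicle replicate 3 the median was 0.00524, and without enzalutamide replicate 3 it was 0.014. The shift therefore rests on single samples. Across the other settings the adjusted p was between 0.0127 and 0.663. Random lists matched for expression level to S phase genes had a median of 0.067 after IR in vehicle cells and 0.041 in enzalutamide cells. No lists were matched to the DDR genes, so a shift shared with other expressed genes was not excluded.

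A screen for samples far from the others covered the 2 groups of 4 libraries in batch 1, for total counts, the mitochondrial share and the 11 panel genes. In 26 tests 0 exceeded Dixon's critical value for 4 samples, where 1.3 were to be found by chance. This screen has no unadjusted p, and the groups of batch 2 were too small for it.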

How the results depend on the processing

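No test of how the results depend on the processing was chosen after the result was seen, except the replicate block for the batch difference, DESeq2 with the replicate block, and the blocks on the t number, which were chosen after seeing the data.

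In edgeR the replicate block raised every gene count it was run on: 314 to 1315 for IR in vehicle cells, 263 to 951 for IR in enzalutamide cells, 3 to 55 for enzalutamide without IR and 3 to 55 with IR, 0 to 1 for the interaction, 18 to 272 for enzalutamide averaged over IR, 731 to 2332 for IR in batch 1, 1182 to 1954 for both batches and 31 to 96 for the batch difference. All genes called without the block were among those called with it in these comparisons. DESeq2 with the block gave 548, 440, 45, 32, 203, 440 and 18 genes for IR in vehicle cells, IR in enzalutamide cells, enzalutamide without IR, with IR, averaged, IR in batch 1 and the batch difference. DESeq2 without the block gave 339, 290, 11, 7, 44, 572 and 25 in the same order, so its counts fell with the block for IR in batch 1 and the batch difference. For both batches DESeq2 gave 1120 genes without the block and 1147 with it. The rises to 2332, 1954 and 96 with edgeR therefore depend on the tool. The interaction gene was not called by DESeq2 with or without the block. The cause was not tested beyond the numberings given among the other observations.

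Without a filter the counts were 624, 556, 74, 64, 32 (interaction), 230 (averaged), 1157 (batch 1) and 119 (batch difference), and for both batches 1429, within 1.5 times the main count. The genes with at least 10 counts in every sample gave counts within 1.5 times the main ones in all 9 comparisons, as did RLE factors and total counts. An adjusted p threshold of 0.1 gave 31 genes for enzalutamide averaged. With only the 2 groups compared, enzalutamide with IR gave 7 genes. The cause was not tested.

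The t libraries of batch 1 changed the counts most. For IR in batch 1 there were 3995 genes with t1 only, 9800 with t2 only, 379 with t1 and t2 as separate samples, 313 with the t number as a block and 1199 with the crossed t number as a block. For both batches there were 657 with t2 only and 643 with separate samples. For the batch difference there were 452 with t1 only, 5646 with t2 only and 2 with separate samples. Within t1 or t2 alone, the axis that crosses group and t number runs along the IR comparison, and the 2 libraries of an arm resemble each other, so these 2 settings may count differences between libraries that the sum of t1 and t2 balances. In turn, each summed replicate holds a t1 and a t2 library, so the spread between summed replicates leaves out that axis. Every p-value that rests on the summed libraries may therefore be too small.

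The share of higher genes was 67.8% for IR in vehicle cells (58.8% with total counts) and 59.0% for both batches (65.4% with RLE factors, 68.6% with DESeq2). No scaling alternative moved the median of all genes tested by over 0.1 on the log2 scale.

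For sets, the medians kept their direction under RLE factors, the filter of 10 counts and the replicate block in all 10 tests given. With total counts the DDR median for enzalutamide with IR reversed to 0.0096, against -0.0090. The 2 other set tests leave the median as it is and change the p: with the correlation estimated and with fry, the DDR genes for enzalutamide without IR (0.033), the interaction (-0.043) and IR in vehicle cells (0.082) and the p53 targets for the interaction (-0.092) no longer passed. With fry the DDR genes after IR in batch 1 (0.036) passed. The p53 targets after IR passed in every set test.

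Leaving out each sample in turn gave 7 to 36 genes for enzalutamide averaged and 897 to 1208 for both batches. Other gene counts were not recomputed in this way, since 1 sample would be left in an arm. Medians of DDR genes ranged from -0.018 to 0.087 without IR, -0.051 to 0.041 with IR, -0.019 to 0.030 averaged, -0.088 to 0.014 for the interaction, 0.034 to 0.126 for IR in vehicle cells and 0.029 to 0.047 for batch 1. Those of p53 targets ranged from 1.14 to 1.23 for IR in vehicle cells, 1.10 to 1.15 in enzalutamide cells, 1.60 to 1.66 in batch 1 and -0.090 to -0.043 for the interaction.

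Among the named genes, those that reversed under another scaling or DESeq2 had changes near 0: GDF15 for enzalutamide with IR (0.018 with total counts), FKBP5 for IR in both batches (0.020 with RLE factors and with DESeq2), and TMPRSS2 for the batch difference (0.020 with total counts). GDF15 for the batch difference (0.19, SE 0.221) reversed to -0.20 without vehicle replicate 3. Its range with a sample left out was -0.20 to 0.49. Of the other changes, the block made 14 stronger, DESeq2 1 stronger and 4 weaker, RLE factors 2 weaker and total counts 5 weaker, and 18 moved with a sample left out. The cause was not tested.

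The length correction, with or without the replicate block, was not run. Simulated 1.5-fold changes at the observed library sizes were recovered for only some of the changed genes. With 2 against 2 samples the share was 39.5% in batch 2 and 31% in batch 1. With 4 against 4 it was 87% for enzalutamide averaged and 86.5% for both batches. Such changes may therefore be missed with 2 against 2 samples. These shares come from well-counted simulated genes of equal dispersion, and were not measured for genes with few or uneven counts. The simulations did not vary depth by itself.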

Other observations

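Of the tests in this part, those of the added model term, of exchanged labels and t numbers, of single-library pile-ups (except raised neighbours), of overlapping neighbours, of G2/M expression level, of scaling (except histone genes against random lists), and of correlated deviations (except histone genes) were chosen only after the result was seen.

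Splits of the samples were compared with the labelled one, swapping the treated and control sample of a replicate pair. For IR in both batches 1 of the 8 splits, the labelled one, gave as many as 1182 genes, and the other splits gave between 0 and 2. For enzalutamide averaged over IR 1 of the 8 splits gave as many as 18 genes, and the other splits gave 0. With 8 splits the share cannot go below 0.125, so these counts cannot exclude that the grouping arose by chance. For IR in batch 1 the p53 targets, listed beforehand, argue against chance for those genes. Their mean log2 CPM was 5.21 to 5.39 in the mock libraries and 6.91 to 6.94 in the irradiated ones. For enzalutamide chance remains open by these counts.

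The rise in genes with the replicate block could arise because any added model term raises the count. This was tested by renumbering the samples within groups. For IR in vehicle cells the labelled numbering gave 1315 genes and the 7 other numberings 238 to 398, against 314 without a block. For enzalutamide averaged the labelled numbering gave 272 genes and the others 11 to 27, against 18 without a block. In batch 1 the labelled numbering gave 2332 and the other one 730, against 731 without a block. The highest counts of the other numberings in batch 2 were thus above those without a block but well below the labelled ones, so an added term alone did not account for the rise. Same-numbered samples deviated together, with correlations of 0.102 to 0.262 in batch 2 and 0.198 in batch 1. The labels do not allow the source of that shared variation to be tested.

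The libraries of batch 1 split on component 1 in a way that crosses group and t number: mock t1 lay with irradiated t2, and mock t2 with irradiated t1. Component 1 held 48.4% of variance. Library depth was tested by thinning all libraries to the smallest total (3438642 counts), which left the share at 48.7% and the split in place. Mitochondrial and small RNA genes were left out (405 genes), which left 47.8%. Exchanged mock and irradiated labels were tested with the p53 targets, whose mean in the lowest irradiated library was 1.53 log2 units above that of the highest mock library, so no library fell on the wrong side. The t1 minus t2 differences of mock and irradiated libraries had a correlation across genes of -0.544 on average, while those of the 2 replicates of a group had 0.537 and 0.646. An exchange of t1 and t2 in 1 of the groups would give this pattern, and so would an unlabelled batch that happened to cross them. The labels do not say what t stands for, and these explanations cannot be told apart. No biological explanation was tested.

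G2/M genes were lower after IR. A list of 52 such genes, written from general knowledge, had medians of -0.62 in vehicle cells, -0.56 in enzalutamide cells, -0.74 in batch 1 and -0.68 over both batches, where 52 of 52 were lower. Under RLE factors, total counts and DESeq2 the median over both batches was between -0.68 and -0.646, so the choice among the scalings run did not produce the fall. Of 10000 lists matched for the expression level of the listed genes 0 had a median as low. Under total counts the number was also 0, but a change of scaling factors moves the listed genes and the random lists alike, so this count could not have come out otherwise and does not bear on the choice of scaling factors. With the correlation estimated the adjusted p over 8 tests was 0.00537 for both batches and at most 0.00861 in the other comparisons of these genes. A fall of all cell-cycle genes was tested with 42 S phase genes, of which 41 were tested, and their median was 0.16. The expression level, the scalings run and correlated deviations did not account for the pattern. A shift of all genes that none of these scalings removes cannot be told apart from an absolute fall. A drop in transcription of G2/M genes within 60 min of IR, relative to other genes, is a hypothesis that was found and tested on the same data.

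Histone genes were also lower after IR, which was noticed among neighbouring genes that fell. Over both batches 62 of 62 tested genes of the replication-dependent families, taken by their symbols, were lower, with a median of -0.53, and 46 passed. The enzalutamide samples had no part in choosing this family and were used for the tests: 60 of 62 were lower after IR, with a median of -0.38. Of 10000 lists matched for the expression level of the listed genes 0 had a median as low there. The number was also 0 under total counts, which for the same reason does not bear on the choice of scaling factors. The median there was between -0.40 and -0.375 under RLE factors, total counts and DESeq2, so the choice among the scalings run did not produce the fall. With the correlation estimated the adjusted p over 4 tests was 0.0651, and by fry it was 0.045. In vehicle cells the median was -0.50, with adjusted p-values of 0.0353 with the correlation estimated and 0.0173 by fry. For batch 1 the median was -0.57, with 0.111 and 0.0909, and over both batches these p-values were 0.0353 and 0.0112. The family was noticed in the samples of these last comparisons. Histone genes are near-identical copies and single members are uncertain. A fall of histone transcription after IR, relative to other genes, is a hypothesis. In the enzalutamide samples it cannot be told apart from correlated deviations between samples, since only fry gave an adjusted p below the threshold there. As for G2/M genes, a shift of all genes that none of the scalings removes cannot be told apart from an absolute fall.

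Genes raised by IR lie next to each other. Among 21953 tested genes placed on GRCh38.p14, the 599 raised over both batches formed 92 neighbouring pairs, against a median of 17 (upper bound of their central 95% range 26) in 10000 random lists matched on expression. Counts shared by overlapping genes were tested by leaving out pairs that overlap: 59 pairs were left, against a median of 13 in the random lists (upper bound 21), and 0 of 10000 lists had as many. Of these 59 pairs, 11 held a listed p53 target. The 394 lowered genes formed 67 such pairs, against a median of 6, and 34 of them held a histone gene, so the clustering was not specific to raised genes. Neither clustering of expressed genes nor overlap accounted for the raised pairs. Shared regulation of neighbours is a candidate explanation, as is transcription that runs past the end of a raised gene, which would need read positions to test.

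Counts of a gene piled up in a single library for 3 genes outside the naming rule, chosen by at least 100 counts and 10 times the CPM of the next library. These were ST8SIA1 (2463 counts, 687 CPM, next highest 18.9 CPM) and IRF9 (1022 counts) in mock replicate 2 t2, and PADI3 (575 counts) in irradiated replicate 2 t1 of batch 1. Reads of another cell type or sample were tested by whether the genes sit in the same library, and 66.7% did. Transcription of the surrounding region was tested in the 2 genes with a neighbour: 0% had a raised neighbour, against 16.3% of random genes. Something that arises in 1 library only was tested in the other t library of the replicate, which was raised for 0 of the 3. With 3 genes none of these explanations can be told apart, and no biological explanation was tested.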
